A study of Mus musculus with 4 samples. Its data were reported in "TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival" (2026).

How the data were processed

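Gene expression was measured in cultured mouse neural stem cells, the dividing precursors of the brain, in 4 groups with 1 library each. The control was a culture with a floxed Tut1 gene that received empty lipid nanoparticles (LNP). The other 3 groups received LNP carrying mRNA for Cre recombinase, an enzyme that deletes DNA between loxP sites, in cultures with floxed Tut1, floxed Trp53 or both. These libraries are called Tut1 KO, Trp53 KO and double KO after their labels. The study derived the cells from mice with floxed Tut1, floxed Trp53 or both. Contrasts other than Tut1 KO minus control therefore also compare mouse lines. Because Tut1 was not lower in the library labelled Tut1 KO, directions drawn from that library rest on its label. Tut1 was not lower in the double KO than in the Trp53 KO library either, so their comparison for Tut1 rests on labels too.

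The deposited values were in transcripts per 1000000 transcripts (TPM), computed by the authors for 55487 Ensembl mouse gene IDs. Aligner, quantifier, genome build and any pooling of replicates were not stated for this table. The labels name a short-read stranded mRNA kit whereas the text of the series describes long-read sequencing, so the platform behind the values was left open. TPM keeps no library depth. Values above 0 went down to 1e-06, so no read count could be derived and the depth of each library is unknown. No interval for counting error was computed. The table held gene-level values only, and isoform usage was not analysed here.

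Differences were taken as log2(TPM + 1), which understates the change of low genes. Genes entered a contrast with TPM of at least 10 in at least 1 of the libraries compared, or in at least 1 of the 4 libraries where all were used. A gene was called higher or lower at a difference of at least 1. With 1 library per group there is no replicate check, no test was run, and no p-value or error is given. The Tut1 contrast was taken with Trp53 intact (Tut1 KO minus control) and without it (double KO minus Trp53 KO), from libraries that are not shared. Their difference is called the Trp53-dependent part. Only the control received empty LNP, and the double KO and Trp53 KO cultures came from different mouse lines. Treatment and mouse line are therefore part of it. Trp53 KO minus control and double KO minus control were also computed, and double KO minus Tut1 KO was added after the data were seen.

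For each of 12 gene lists, the median difference was placed among the medians of 10000 random lists of the same size, matched in 20 bins of mean log2(TPM + 1). Genes of a list may vary together between cultures more than random genes do, so these percentiles only describe these libraries. Members with TPM of at least 1 in at least 1 library were used. The lists were p53 targets, U6 snRNP and Lsm proteins, core spliceosome, integrated stress response, unfolded protein response, proliferation, neural stem cell, neuronal, glial, interferon response, snoRNA host genes and 5 genes the study named for splicing changes. No gene was in more than 1 of the lists. The last list was taken from the splicing results of the study, in part from cells of this kind, and is not independent of it. A list of 32 splicing regulators was added after the data were seen. Intervals of list medians came from 2000 bootstrap draws over members and describe the spread of members, not of replicates.

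Contrasts, lists, thresholds and the naming rule were set before the data were examined. Named genes were Tut1, Trp53, members of the lists, and the 5 largest rises and 5 largest falls of Tut1 KO minus control, double KO minus Trp53 KO and Trp53 KO minus control. The 5 largest mean rises and falls over both Tut1 contrasts, among genes past the threshold in the same direction in both, were named too. Symbols of predicted genes, Riken clones and pseudogenes were counted but not named. Xist and 4 Y-linked genes, as well as genes near 0 in a single library, were picked out after their values were seen.

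Coordinates, transcript GC content, length and exon numbers came from GENCODE M21 (GRCm38), joined by Ensembl ID. The build behind the deposited table was not stated. Of all IDs, 55227 (99.5%) were found, and 9310 of the 9314 genes with TPM of at least 10 in some library. Genes whose exons overlap exons of another gene on the same strand are described as sharing exons, and their values are uncertain because the way such reads were divided was not stated. TPM was summed over such genes after their values were seen.

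Alternatives were a pseudocount of 0.1 or 5, a TPM minimum of 1, no minimum, a minimum of 10 in all libraries compared, medians set to 0, quantile normalization, removal of 119 mitochondrially encoded and ribosomal protein genes, a 1.5-fold threshold, list members with TPM of at least 5, and unmatched random lists. A correction for GC content and transcript length, and a restriction to autosomal protein-coding genes without shared exons, were added after the data were seen. The correction removed a quadratic fit on both properties from each library's deviation from the mean of the 4 libraries. The code was tested on simulated libraries. Of 200 genes changed by 1.5 on the log2 scale in both Tut1 contrasts, 97.5% were recovered in both, with 9125 genes tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.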

Results

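Transcript levels were compared among 4 libraries of mouse neural stem cells, 1 each for the control, Tut1 KO, Trp53 KO and double KO. Tut1 encodes a terminal uridylyltransferase that adds uridines to the 3′ end of U6 snRNA, an RNA of the spliceosome. Trp53 encodes the transcription factor p53. There were no replicates, so no difference below could be set against a spread between cultures. TPM summed to just under 1000000 in each library. Between 23070 genes (control) and 23317 genes (double KO) were listed above 0. Genes with TPM of at least 10 numbered 8747 in the control, 8392 in the Tut1 KO, 8591 in the Trp53 KO and 8621 in the double KO library. The 10 most abundant genes took 11.6% of the TPM in the control and less in the other libraries.

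The targeted genes were examined first. Tut1 (ENSMUSG00000071645, chromosome 19, 8953847 to 8966210, plus strand, GRCm38) had 12.2 TPM in the control and 29.8 TPM in the library labelled Tut1 KO, a difference of 1.23 on the log2 scale in the direction opposite to the label. It had 12.5 TPM in the Trp53 KO and 13.7 TPM in the double KO library, a difference of 0.12. The study reads the deletion from exon 2, which lies at 8955387 to 8955577 and makes up 191 of the 2753 nucleotides of the longest annotated Tut1 transcript. Loss of this exon alone need not lower a gene-level TPM, and exon coverage was not analysed here. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873, plus strand) had 120 TPM in the control and 100.4 TPM in the Tut1 KO library, against 39.7 TPM in the Trp53 KO and 41.9 TPM in the double KO library. Its difference was -1.57 in Trp53 KO minus control and -1.49 in double KO minus control. The alternative that moved the Tut1 difference most was a pseudocount of 5, which gave 1.02.

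Sex-linked transcripts did not follow the genotype labels. Xist, the X-linked RNA of X inactivation, had 188 TPM in the Tut1 KO and 204 TPM in the Trp53 KO library, and 0.01 TPM in both the control and the double KO library. The Y-linked gene Ddx3y had 24.4 TPM in the control and 25.7 TPM in the double KO library, and was listed at 0 in the other libraries. Eif2s3y had 62.0 and 34.9 TPM, Kdm5d 5.54 and 12.4 TPM, and Uty 6.65 and 6.81 TPM in the control and double KO libraries, and each was listed at 0 in the Tut1 KO and Trp53 KO libraries. Within each Tut1 contrast, therefore, Xist-expressing and Y-expressing libraries were compared, in opposite order. This split coincides with the Trp53-dependent part and cannot be told apart from it.

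**Figure D1:**
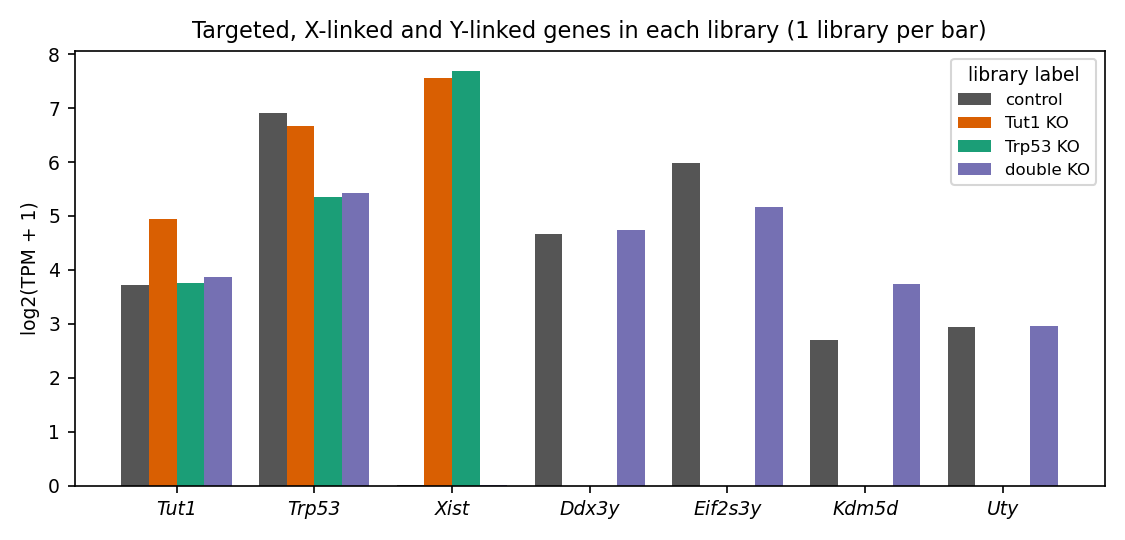
Bars give log2(TPM + 1), from 0, of the targeted genes Tut1 and Trp53, X-linked Xist and 4 Y-linked genes in each of the 4 libraries, with 1 library per bar and no error bars. Trp53 is lower in both libraries labelled as Trp53-deleted, Tut1 is highest in the library labelled Tut1 KO, and Xist and the Y-linked genes occur in different libraries.

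The change on Tut1 deletion with Trp53 intact was asked by Tut1 KO minus control, in which the treatment (Cre-LNP against empty LNP) also differed. Of 9032 genes, 134 were higher and 236 lower in the library labelled Tut1 KO. The median difference over all these genes was -0.09, and the median absolute deviation was 0.23, the widest among the 4 planned contrasts. Quantile normalization changed the balance to 180 higher and 189 lower genes. Apart from Xist, the largest rises were Macroh2a2 (6.33), a Septin2 ID (ENSMUSG00000116048, 5.44), Gdf1 (4.11) and Snora33 (3.84). The largest falls were the 2 IDs of Erdr1 (-9.30 and -8.83), Pcdhgb1 (-7.13), H1f10 (-6.53) and Eif2s3y (-5.98). Xist, Septin2, Gdf1, Snora33, Pcdhgb1 and H1f10 share exons with other genes. Differences against a library near 0 depend on the pseudocount.

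The same deletion without Trp53 was asked by double KO minus Trp53 KO, in which both cultures received Cre-LNP but came from different mouse lines. The deletion rests on the label here as well, since the Tut1 difference was 0.12. Of 8976 genes, 127 were higher and 161 lower in the double KO library. The median difference was 0.05 with a median absolute deviation of 0.15. The largest rises were the same Septin2 ID (8.18), Pcdhgb1 (6.97), the 2 Erdr1 IDs (5.73 and 5.56) and Eif2s3y (5.17). The largest falls were Xist (-7.67), Pcdhga9 (-7.27), Mir8114 (-5.34), Snord100 (-4.88) and Abi2 (-4.01). Of these, Septin2, Pcdhgb1, Xist, Pcdhga9, Mir8114 and Snord100 share exons with other genes.

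The 2 Tut1 contrasts did not resemble each other across genes. Over 9314 genes, Pearson's r was -0.0987 and Spearman's rho was -0.0199. Genes are not independent replicates, and a bootstrap over genes gave an interval of r from -0.193 to 4.89e-05. Past the threshold in both contrasts, 14 genes were higher and 27 lower, whereas 62 genes moved in opposite directions. Among the 9314 genes, 149 were higher and 242 lower in Tut1 KO minus control, and 136 higher and 164 lower in double KO minus Trp53 KO. Independent contrasts with these numbers of calls would give 2.18 genes higher in both, 4.26 lower in both and 6.16 opposite. Both kinds of overlap thus exceeded the product of the calls, and the opposite kind was the larger. Among genes that moved in the same direction, the largest mean rises were the Septin2 ID above (6.81), Samd8 (3.13), Larp1b (2.67), Ctdsp2 (2.60) and Zfp60 (2.06). The largest mean falls were Elovl2 (-3.59), the other Septin2 ID (ENSMUSG00000026276, -3.56), mt-Tg (-2.63), mt-Tr (-2.16) and Aak1 (-2.14). For mt-Tg and mt-Tr, Trp53 KO minus control gave falls as well (-3.21 and -2.72). The control was their highest library (284 and 172 TPM), so their falls were not confined to the Tut1 label. Both Septin2 IDs and Ctdsp2 share exons with other genes. Elovl2 (chromosome 13, 41182381 to 41220405, minus strand) had 27.7 TPM in the control and 23.4 TPM in the Trp53 KO library, against 0.43 TPM in the Tut1 KO and 2.37 TPM in the double KO library.

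**Figure D2:**
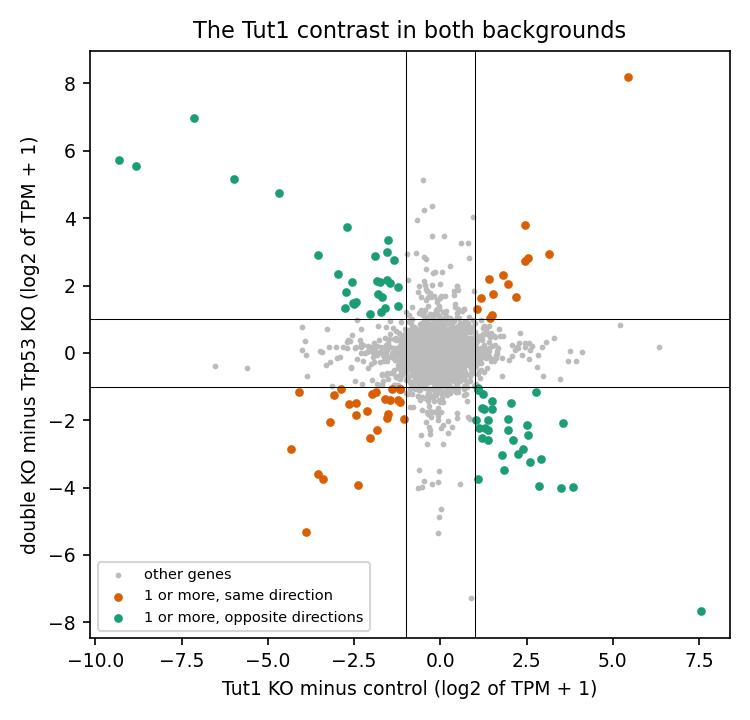
Each point is a gene with TPM of at least 10 in at least 1 library, with Tut1 KO minus control on the horizontal axis and double KO minus Trp53 KO on the vertical axis, both as differences of log2(TPM + 1). Lines mark a difference of 1; 41 genes lie past it in the same direction in both contrasts and 62 in opposite directions.

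The genes that the study named for splicing changes were read at gene level only. Pnisr (ENSMUSG00000028248, chromosome 4, 21847583 to 21876475, plus strand) had 67.4 TPM in the control and 36.0 TPM in the Tut1 KO library, and 64.1 TPM in the Trp53 KO and 34.8 TPM in the double KO library. Its differences were -0.89 and -0.86 in the 2 Tut1 contrasts, under the threshold of 1 in each. Ube2v2 differed by -1.56 in Tut1 KO minus control and by 0.11 in double KO minus Trp53 KO, and by -1.18 in Trp53 KO minus control. Prpf4b (-0.43 and 0.14), Rit1 (-0.20 and 0.06) and C1qbp (0.22 and 0.13) moved by less than the threshold in the same 2 contrasts.

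The Trp53 label without the Tut1 label was asked by Trp53 KO minus control. The treatment (Cre-LNP against empty LNP), the mouse line and the sex-linked transcripts also differed in this contrast. Of 9055 genes, 174 were higher and 173 lower. Beside Xist, the largest rises were Pcdhga9 (7.12), Macroh2a2 (6.20), Snord100 (4.83) and Hrh1 (4.07). The largest falls were the 2 Erdr1 IDs (-8.99 and -8.83), Pcdhgb1 (-6.99), Eif2s3y (-5.98) and Adnp (-5.92). Xist, Pcdhga9, Snord100, Pcdhgb1 and Adnp share exons with other genes. Adnp overlaps a predicted gene, and the summed TPM of both was 62.8 in the control and 52.9 in the Trp53 KO library, so the fall printed for Adnp was not seen in the sum. In double KO minus control, where the treatment and the mouse line differed as well, 132 of 9022 genes were higher and 167 lower. In double KO minus Tut1 KO, a second Trp53 contrast that shares no library with Trp53 KO minus control, 191 of 8950 genes were higher and 158 lower. Here both cultures received Cre-LNP but came from different mouse lines, and the sex-linked transcripts differed in the opposite order.

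The p53 targets separated by the Trp53 label. The median difference of the 38 genes was -0.77 in Trp53 KO minus control (35 of 38 lower) and -0.84 in double KO minus Tut1 KO (31 of 38 lower), and in each the median lay below all 10000 random lists. It was -0.68 in double KO minus control. Cdkn1a had 477 TPM in the control and 605 TPM in the Tut1 KO library, against 196 TPM in the Trp53 KO and 179 TPM in the double KO library. In Tut1 KO minus control the median of the p53 targets was 0.19, above all the random lists, with 25 of 38 genes higher and a bootstrap interval over members from -0.01 to 0.32. In double KO minus Trp53 KO it was 0.09, at percentile 84.6. The Trp53-dependent part had a median of -0.06 and a mean of 0.04, and its median lay at percentile 76.0, within the central 95% of random lists. The sign of this median changed with a pseudocount of 5 (0.023), with medians set to 0 (0.074) and under quantile normalization (0.049).

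The integrated stress response list was higher in both independent Trp53 contrasts, with a median of 0.36 in Trp53 KO minus control (20 of 20 genes higher, above all random lists) and of 0.35 in double KO minus Tut1 KO (17 of 20 higher, percentile 99.98). In double KO minus Trp53 KO its median was -0.10, at percentile 1.03, and in Tut1 KO minus control -0.06, at percentile 52.1.

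The spliceosome lists asked whether transcripts of the splicing machinery changed with the Tut1 label. U6 snRNP and Lsm proteins had a median of 0.06 in Tut1 KO minus control (percentile 86.9) and 0.18 in double KO minus Trp53 KO (percentile 99.4). The core spliceosome had 0.08 (percentile 95.2) and 0.15 (percentile 99.9). Setting the median of all genes to 0 lowered the latter to 0.10 and raised the core spliceosome median in Tut1 KO minus control to 0.17. The same setting gave U6 snRNP and Lsm proteins 0.15 in Tut1 KO minus control and 0.13 in double KO minus Trp53 KO. For the unfolded protein response the medians were -0.26 (percentile 2.58) and -0.05 (percentile 5.05), both negative. For the 5 genes the study named, the medians were -0.43 (percentile 2.28) and 0.11 (percentile 72.5).

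Proliferation genes had a median of -0.32 in Tut1 KO minus control, below all random lists, with 28 of 30 genes lower, and -0.02 in double KO minus Trp53 KO, at percentile 4.30. Their Trp53-dependent part was -0.25, at percentile 2.69. The snoRNA host genes had medians of 0.34 (percentile 99.99) and -0.03 (percentile 13.5) in the same 2 contrasts, and 0.22 (percentile 99.9) in Trp53 KO minus control, where members with TPM of at least 5 gave 0.028. Their Trp53-dependent part, which follows the same split as sex, was 0.28 (percentile 99.7), with a bootstrap interval over members from -0.05 to 0.45. No other of the 12 lists lay outside the central 95% there before the GC and length correction. The correction lowered this median of the snoRNA host genes to 0.175, at percentile 99.97. Members with TPM of at least 5 gave 0.184 without the correction. In the 2 Tut1 contrasts, the neural stem cell list (-0.08 and 0.12), the neuronal list (-0.26 and 0.07), the glial list (0.03 and 0.10) and the interferon response list (-0.08 and 0.16) lay within the central 95% of random lists. After the GC and length correction, the neuronal list lay at percentile 0.72 in Tut1 KO minus control and the neural stem cell list at 99.5 in double KO minus Trp53 KO. With medians set to 0, the medians of the integrated stress response (0.035), neural stem cell (0.0094) and interferon response lists (0.012) in Tut1 KO minus control became positive. Members with TPM of at least 5 gave the snoRNA host genes 0.0053 in double KO minus Trp53 KO and the glial list -0.0006 in Tut1 KO minus control. Over 12 lists and 6 contrasts, 18 of 72 medians lay outside the central 95%. If list members varied like randomly drawn genes, 3.6 would be given by chance. Genes of a list may vary together between single cultures, so the excess does not by itself tie the medians to the labels. Contrasts that share a library are not independent.

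**Figure D3:**
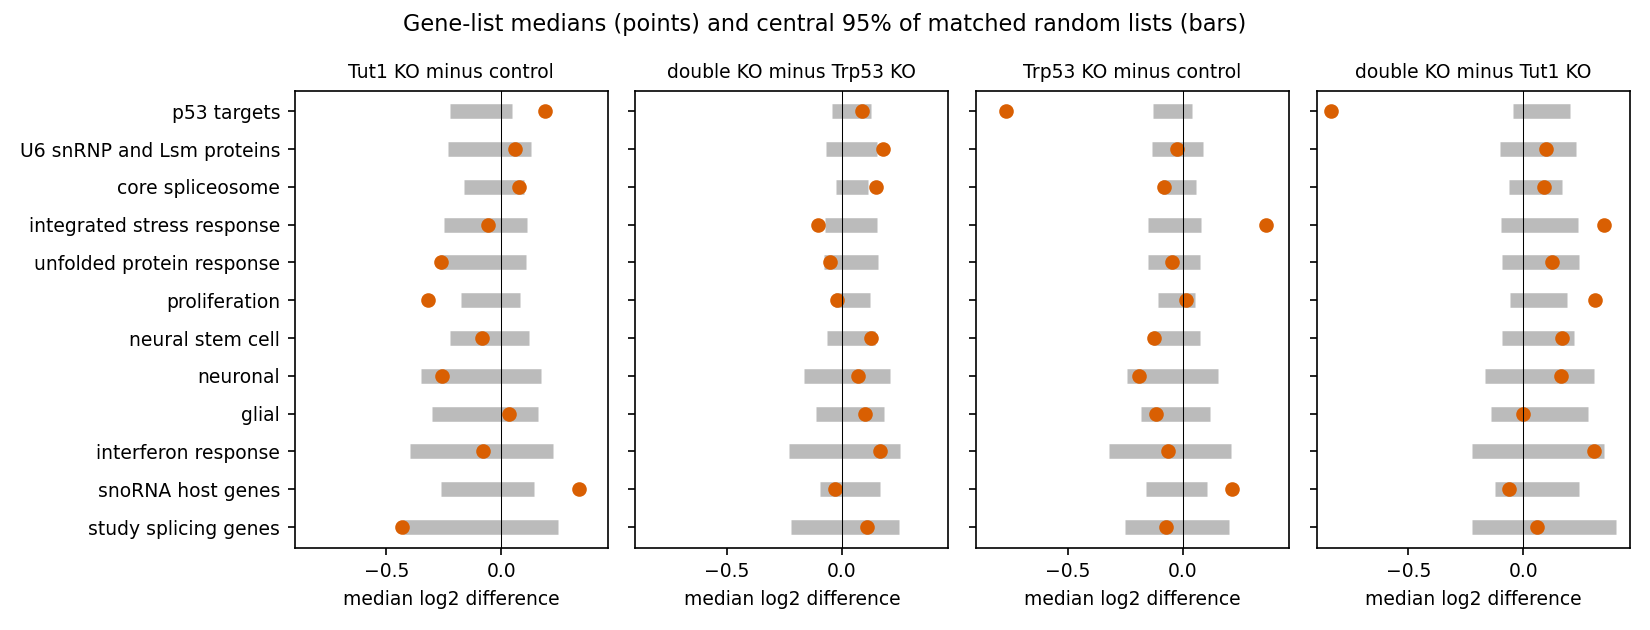
Points give the median difference of log2(TPM + 1) of each of 12 gene lists and grey bars the central 95% of 10000 random lists matched on mean expression, for 2 Tut1 contrasts and 2 Trp53 contrasts. The p53 targets lie at -0.77 and -0.84 in the Trp53 contrasts, outside the bars.

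The libraries differed in how TPM depended on transcript composition. Over 8469 protein-coding genes, the deviation of a library from the median of the other 3 had a Spearman's rho with GC content of 0.448 for the Tut1 KO, -0.216 for the control, 0.0668 for the Trp53 KO and -0.288 for the double KO library. In the Tut1 KO library the median deviation was -0.32 in the lowest decile of GC content and 0.12 in the highest. In the Trp53 KO library the same deciles had -0.07 and -0.03. Tut1 KO minus control correlated with GC content (rho 0.425), with transcript length (rho -0.359) and with exon number (rho -0.186). Genes with more than 20 exons had a median of -0.22 in this contrast and genes with 1 or 2 exons -0.04. In double KO minus Trp53 KO the same classes had 0.05 and 0.06, and in Trp53 KO minus control -0.11 and -0.04.

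**Figure D4:**
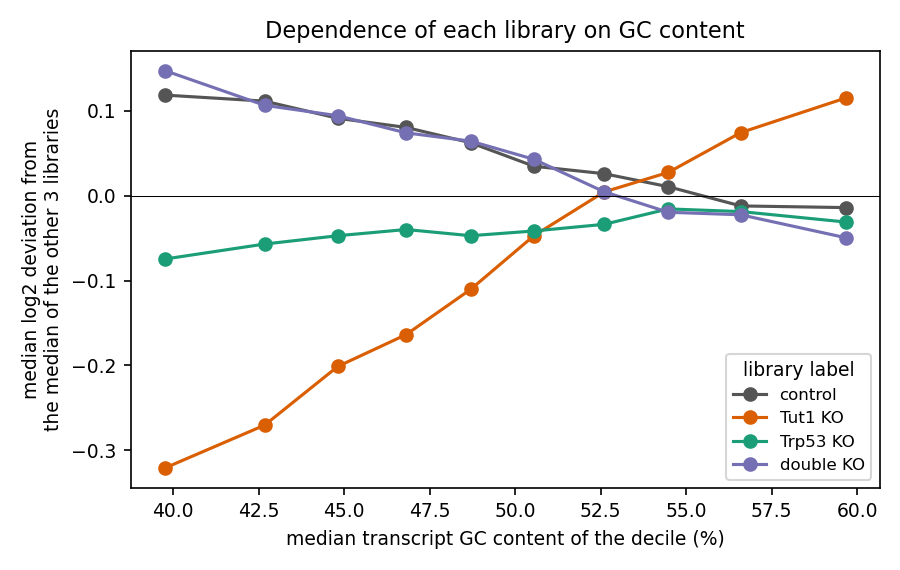
Lines join the median log2 deviation of each library from the median of the other 3 libraries (vertical axis) over deciles of transcript GC content (horizontal axis, %), for 8469 protein-coding genes. The Tut1 KO library runs from -0.32 in the lowest decile to 0.12 in the highest.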

Values the study reported

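The study reported that over 13,000 genes were detected per group by long-read sequencing of these neural stem cells. It reported 119 altered splicing events in 107 genes in the Tut1 knockout, of which 81 events in 66 genes were also seen in the double knockout. The efficiency of Tut1 deletion was given as around 95%.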

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

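All tests in this part were chosen after the results were seen. Of the genes named by the rule above, and of Xist and 4 Y-linked genes, those are given here that moved by at least 1 on the log2 scale in opposite directions in the 2 Tut1 contrasts. In all, 62 genes with TPM of at least 10 in at least 1 library did so, most of which are not named. With 1 library per group the differences themselves were not tested. Each value is Tut1 KO minus control, less double KO minus Trp53 KO.

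Sex-linked genes were among those given. The value was 15.2 for Xist, -11.1 for Eif2s3y, -9.41 for Ddx3y, -6.45 for Kdm5d and -5.90 for Uty. For the Erdr1 IDs, annotated on X and Y with possibly shared reads, it was -15.0 and -14.4. The Erdr1 ID on X was near 0 in the Xist-expressing libraries too (0 TPM in the Tut1 KO and 0.24 TPM in the Trp53 KO library). Between the Y-expressing libraries the IDs differed by -3.26 and -3.27 in double KO minus control. Sex alone thus does not account for Erdr1, and its cause was not tested. All 4 Y-linked genes examined were listed at 0 in the libraries labelled Tut1 KO and Trp53 KO and lay above 1 TPM in the others, as cultures from animals of different sex would give. A swap of labels between a Trp53-intact and a Trp53-deleted library is argued against by Trp53 itself, which was higher by at least 1.24 on the log2 scale in each library labelled intact than in each labelled as deleted. Swaps of the control with the Tut1 KO library and of the Trp53 KO with the double KO library stay open. They are taken up under the Tut1 level. Control and Tut1 KO carry the same floxed genotype in the labels, so the values suggest that these 2 libraries did not come from a single animal. Sex and the Trp53-dependent part cannot be separated in this design.

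Pcdhgb1 had a value of -14.1. It lies in a cluster of Pcdhg genes on chromosome 18 that share 3′ exons. Among the control, Trp53 KO and double KO libraries, the summed TPM of 22 Pcdhg genes differed by at most 0.23 on the log2 scale, while Pcdhgb1 and Pcdhga9 traded places. Division of shared reads among members is therefore a candidate explanation for these 3 libraries. It does not account for the library labelled Tut1 KO, where the sum lay lower by at least 1.72. What lowered it there was not tested.

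Abi2 had a value of 7.52, Snora33 of 7.81 and Hrh1 of 5.66. After correction for GC content and length, the smallest of the 3 was still 5.63, which argues against these trends as the whole cause. Sex of the cultures cannot be told apart from a Trp53-dependent effect of the Tut1 label: 41 autosomal genes separated the control and double KO from the other libraries by at least 1. Snora33 shares exons with another gene. Sex, the Trp53-dependent effect and variation between single cultures remain open. So do the treatment of the control and the mouse line, as parts of these values.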

How the results depend on the processing

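The GC and length correction and the restriction to autosomal protein-coding genes without shared exons were chosen after seeing the data. No direction that lay past its threshold was reversed under any alternative run. Signs did change for 15 list medians (22 cases over the alternatives), which lay within the central 95% of random lists and mostly near 0, and for Pearson's r between the Tut1 contrasts. The Tut1 difference in Tut1 KO minus control ranged from 1.02 to 1.35 and the Trp53 difference in Trp53 KO minus control from -1.48 to -1.59. The p53 target median in Trp53 KO minus control ranged from -0.61 to -0.83.

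Counts of genes past the threshold depended on the filter. In the order Tut1 KO minus control, double KO minus Trp53 KO, Trp53 KO minus control and double KO minus control, a TPM minimum of 1 gave 693, 564, 644 and 619 genes. No minimum gave the same numbers, since a difference of 1 with a pseudocount of 1 needs a TPM of at least 1. A minimum of 10 in all libraries compared gave 147, 115, 128 and 136 genes, because genes under 10 TPM in a library compared left. A 1.5-fold threshold gave 1094, 708, 762 and 700 genes. Autosomal coding genes without shared exons gave 211, 160, 204 and 179 genes. For the Trp53-dependent part, where 640 genes lay past the threshold, these settings gave 1307 (minimum of 1), 1370 (no minimum), 270 (minimum of 10 in all) and 394 (autosomal coding genes). The 41 genes that moved in the same direction in both Tut1 contrasts became 69 with a minimum of 1 or none, 15 with a minimum of 10 in all libraries, 159 with the 1.5-fold threshold and 20 among autosomal coding genes. Pearson's r between the contrasts was 0.0327 with a minimum of 10 in all libraries, and negative under the other settings for which it was computed.

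Scaling shifted the balance of directions. In Tut1 KO minus control, 134 higher and 236 lower genes became 180 and 189 under quantile normalization. In double KO minus Tut1 KO, 191 higher and 158 lower genes became 173 and 184 with medians set to 0. Quantile normalization gave 165 higher and 181 lower genes there, so the balance of this contrast was reversed by both. In the Trp53-dependent part, whose median over all genes was -0.14, 255 higher and 385 lower genes became 329 and 311 with medians set to 0, and 337 and 307 under quantile normalization. The core spliceosome median became 0.10 in double KO minus Trp53 KO and 0.023 in the Trp53-dependent part with medians set to 0.

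Under the GC and length correction, percentiles passed the central 95% for p53 targets in the Trp53-dependent part (98.8), U6 snRNP and Lsm proteins (99.1) and core spliceosome (99.7) in Tut1 KO minus control, and the unfolded protein response in Tut1 KO minus control (0.35) and double KO minus control (1.27). The median of the latter list in the Trp53-dependent part became -0.29. The 5 genes the study named came back inside in Tut1 KO minus control (13.2). With unmatched random lists, they were inside too (3.91), U6 snRNP and Lsm proteins in double KO minus Trp53 KO were inside (96.5) and the core spliceosome in Tut1 KO minus control was outside (98.8). Apart from the filters, the threshold and the correction, whose construction is given above, the cause was not tested.

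Among values of single named genes, of the other lists and of double KO minus Tut1 KO, 525 stayed within their limits, 138 moved beyond them and 9 percentiles passed the central 95%, all under the GC and length correction. In the planned contrasts these were the neuronal list in Tut1 KO minus control (0.72) and the neural stem cell list in double KO minus Trp53 KO (99.5), Trp53 KO minus control (0.51) and the Trp53-dependent part (0.12).

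No paired analysis was run. Leaving out replicates was not run because each group had 1 library, and isoform usage was not run because the values are per gene. Depth is unknown, so no limit of detection was set.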

Other observations

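Tests of the sex-linked genes, of a swap of labels, of the GC trend itself, of exon number in double KO minus Trp53 KO, of Septin2, of other splits and of shared reads were chosen after the result was seen. The splicing regulators and the tests that use the GC and length correction were set before their values were seen, except for Abi2, Hrh1 and Snora33. How the tests of p53 activity and of the splicing regulators were read against the correction was decided after their values were seen.

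Tut1 was higher in the library labelled Tut1 KO. The GC and length trends of this library do not explain it as a whole, since the difference was still 1.10 after correction. A swap of the control with the Tut1 KO library stays open. As labelled, 35 autosomal genes separated the pairs, against 41 with the swapped labels, which is too close to decide and includes the sex of the cultures. A swap of the Trp53 KO with the double KO library would give the same 41 genes and stays open too. Neither Tut1 (12.5 and 13.7 TPM) nor Trp53 (39.7 and 41.9 TPM) sets these libraries apart. A rise of transcripts that lack exon 2 might also give the higher Tut1 level in the library labelled Tut1 KO. It was not tested, because exon coverage was not analysed here.

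In the library labelled Tut1 KO, differences followed GC content more than in any other library (rho 0.448), as a GC bias of its preparation or sequencing would give. A biological cause in that library cannot be excluded, since the group has 1 library. Genes with many exons were lower in Tut1 KO minus control, but exon number had a rho of 0.00519 with double KO minus Trp53 KO, which argues against a Tut1 effect on such genes that holds without Trp53. After the correction, rho in Tut1 KO minus control fell from -0.186 to -0.103, so GC content and length may account for part of it only. Without correction, rho was -0.106 in Trp53 KO minus control, which lacks the Tut1 label, and -0.0997 in double KO minus control. The deviation of the control library had a rho of 0.155 with exon number, and that of the Tut1 KO library -0.153. The trend was thus not confined to the Tut1 label, and the control may contribute to it.

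The p53 targets were higher in Tut1 KO minus control. After the correction their median was 0.13, at percentile 100, which argues against GC content and length as the whole cause. A rise of p53 activity on Tut1 loss would place the Trp53-dependent part above random lists. Its corrected percentile was 98.8, but the corrected median was near 0 over genes that went both ways, and the uncorrected percentile was 76.0. That rise stays open, and so do the treatment of the control, the mouse line and sex, which follows the same split.

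Septin2 was listed under 2 overlapping IDs that moved in opposite directions in both Tut1 contrasts. Their summed TPM differed by at most 0.34 on the log2 scale between any 2 libraries, so a division of shared reads is a candidate explanation and neither ID is evidence of a change in the gene. Of 35 genes that separated the libraries labelled as Tut1-deleted from the others by at least 1, 45.7% were pseudogenes or shared exons, against 15.3% of all genes tested. Shared reads may therefore contribute to this set. The GC and length correction left 34 of the 35 in place, which argues against those trends. All 3 ways to split the 4 libraries into 2 pairs, the labelled way included, separated at least as many genes. The others follow the Trp53 label and the sex-linked genes, so these splits give no chance rate and chance stays open. The split by Trp53 label, which also separates mouse lines, gave 61 genes, of which 8 were p53 targets. The other 2 splits gave no p53 target.

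Pnisr was lower in both Tut1 contrasts. If Tut1 loss lowered splicing regulators as a class, their list would lie below random lists in both. It lay below all of them in Tut1 KO minus control (median -0.33), but at percentile 76.7 in double KO minus Trp53 KO (median 0.07). After the correction it lay at percentiles 37.3 and 7.53. In Trp53 KO minus control, which lacks the Tut1 label, its percentile was 0.20 (median -0.13), and 27.2 after the correction. A low uncorrected position was thus not confined to the Tut1 label. The values thus depend on the correction and do not decide on a lower level of the whole class; that and a change of Pnisr alone stay open.

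Genes under 1 TPM in a single library and at 15 TPM or more in the other 3 were Macroh2a2 in the control, Cldn12, Elavl4, Gopc and H1f10 in the Tut1 KO, Adnp, Rlim and Taok1 in the Trp53 KO and Mir8114 in the double KO library. Of these 9 genes, 33.3% were pseudogenes or shared exons. So few genes cannot tell shared reads, which may contribute, from a failed estimate in a library. The summed TPM of Adnp and the predicted gene it overlaps differed by at most 0.50 on the log2 scale between any 2 libraries, so a division of shared reads is a candidate explanation for Adnp. For H1f10 the sum with the gene it overlaps still lay lower by at least 5.91 in the library labelled Tut1 KO, which argues against it. For Mir8114 the sum differed by at most 0.11, but most of it came from the overlapping gene, so it decides nothing. No biological explanation was tested.

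Genes listed above 0 numbered from 23070 to 23317 per library. That is higher than the value quoted from the study above. With TPM of at least 1 the numbers were 14036 to 14145, so the rule for detection matters.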
